# Stimulus-Dependent Inhibitor of Apoptosis Protein Expression Prolongs the Duration of B Cell Signalling

**DOI:** 10.1038/srep27706

**Published:** 2016-06-09

**Authors:** Hisaaki Shinohara, Kentaro Inoue, Noriko Yumoto, Takeshi Nagashima, Mariko Okada-Hatakeyama

## Abstract

Different dynamic behaviours of signalling activity can induce distinct biological responses in a variety of cells. However, the molecular mechanisms that determine the dynamics of kinase activities in immune cells are not well understood. In this study, we showed that the duration of both IκB kinase (IKK) and extracellular signal-regulated kinase (ERK) activities in B cell receptor (BCR)- and CD40-signalling pathways in B cells were regulated by transcriptional feedback loops. We conducted a time-course transcriptome analysis after BCR or CD40 stimulation and identified the following four candidate genes as feedback regulators for IKK and ERK: inhibitor of apoptosis protein (*IAP*), TNF alpha-induced protein 3, dual-specificity phosphatase 5, and sprouty homolog 2. Quantitative experiments and mathematical modelling suggested that IAP inhibition shortened the duration of IKK and ERK activity following both BCR and CD40 pathway stimulation, indicating a positive role for IAP in B cell signalling. Furthermore, transient kinase activities induced by IAP blockage reduced the levels of delayed expression genes. Together, our findings suggest that IKK and ERK activity durations can be fine-tuned by the coordinated regulation of positive and negative transcriptional feedback and that these network properties determine the biological output of B cells.

The duration of kinase activity is crucial in deciding the fate of mammalian cells. It is widely known that the transient and sustained activation of extracellular signal-regulated kinase (ERK) induces the proliferation and differentiation of many types of cells^1^,^2^,^3^,^4^,^5^,^6^ and that prolonged IκB kinase (IKK) activity is required for stimulus-specific gene expression programs^7^. Furthermore, in the immune system, sustained signalling activities are important for efficient T cell activation and differentiation^8^,^9^,^10^,^11^,^12^,^13^,^14^,^15^. Although the kinetics of different molecules are involved in determining the duration of signalling activities^16^,^17^, feedback regulation in the signalling network also plays a role in duration control. Two types of feedback regulation are known to determine the duration of signalling activities: rapid post-translational feedback (mainly caused by protein phosphorylation or dephosphorylation) and slow transcriptionally induced feedback. The ERK system is a typical example wherein activity is dynamically controlled by these two types of feedback loops through post-translational modifications^4^,^5^ and transcription-induced regulation^6^,^18^. Transcriptionally induced feedback regulators modulate signalling activity on a longer timescale; therefore, their functions in the control of cell fate appear to be of particular importance^18^.

B cells play an important role in humoral adaptive immunity. The recognition of foreign antigens by B cell receptors (BCRs) initiates multiple signalling cascades for the induction of B cell activation, expansion, differentiation, and cell survival, which result in mobilisation aimed at antigen clearance^19^. Importantly, dysregulation of these processes leads to immunodeficiency, lymphoid tumours, or autoimmune disease^20^. After the engagement of a BCR with an antigen, secondary signals mediated by co-stimulatory molecules such as CD40, a tumour necrosis factor (TNF) receptor family member, promote adequate development of the adaptive immune response. The association of CD40 with its ligand, CD40L/CD154 (which is transiently expressed on T cells) functions to permit and promote B cell survival, proliferation, and development^21^. Thus, the general activation scheme of B cell signalling has been well defined; however, the activation dynamics and mechanisms which control individual signalling pathways that respond to BCR- and CD40-stimulation have not yet been explicitly clarified.

The BCR and CD40 signalling pathways share IKK-nuclear factor (NF)κB^22^ and ERK core modules. These two signalling activities are crucial for B cell activation processes^23^,^24^ and are controlled by feedback regulation. IKK-NF-κB, A20 (TNF alpha-induced protein 3 (*TNFAIP3*)), and IκBs have been reported to serve as general negative feedback regulators that can attenuate pathway signalling^7^,^25^. Dual-specificity phosphatase (DUSP) is known to have a similar function in controlling ERK^24^,^25^. Notably, these genes are expressed very early in the response to cell stimulation, thereby enabling control of the dynamics of upstream signalling pathways. This suggests that other genes that are immediately expressed in response to receptor activation might also have as-yet unknown functions toward regulating the dynamics of BCR- and CD40-signalling.

Understanding the mechanisms that control signalling pathways is important for decisions related to cell fate and the immune response; however, the identification of mechanisms involved in feedback regulation is difficult to achieve solely by gene-targeting experiments. Because signalling activity is controlled by multi-layered positive and negative feedback loops associated with different time constants, computer simulations combined with quantitative experiments represent a more relevant approach to uncover mechanisms involved in the control of signalling networks^26^. To assess the signalling dynamics of kinases, as well as the regulatory functions of transcriptional feedback, we investigated the time-course of gene expression in B cells up to 90-min after BCR- or CD40-stimulation. As a result, we identified the early response gene, baculoviral IAP repeat-containing 2 (*BIRC2*), also called cellular inhibitor of apoptosis 1 (*cIAP1)*, hereinafter called *IAP*, as a positive feedback regulator of ERK and IKK. We showed that the dynamics of ERK and IKK activities in response to BCR- and CD40- stimulation were distinct, but that they could both be positively modulated by the induction of IAP. Furthermore, mathematical modelling combined with experimentation demonstrated that the sustained activities of ERK and IKK were required for late-phase *Bcl2l1* and *Pik3r* gene expression. Our studies suggest that the dynamic cross-talk between signalling and transcription processes is important to determine the B cell gene expression output that is involved in the immune response.

## Results

### Dynamics of BCR- and CD40-induced IKK and ERK activation in B cells

We examined the dynamics of ERK and IKK activities over time (up to 120 min) following BCR or CD40 stimulation with anti-IgM or CD40 ligands, respectively (Fig. 1, Supplementary Fig. S1). Following BCR application, B cells from a mouse spleen (Splenic B) showed rapidly decaying IKK activation and sustained activation of ERK. On the other hand, CD40 stimulation induced sustained IKK and transient ERK activities (Fig. 1). Among these findings, we observed a characteristically prolonged duration of BCR-stimulated ERK activity at later time points. Similar activation patterns of IKK and ERK were observed in the DT40 B cell line (Supplementary Fig. S1), which has been shown to be suitable for the comprehensive analysis of regulatory networks^27^.

### Gene expression profiles of BCR and CD40-stimulated B cells

The distinct duration of kinase activities at late phases after stimulation suggests regulation via transcriptionally induced feedback. To identify genes that potentially modulate kinase activity kinetics, we performed a comprehensive gene expression analysis via microarray using wild type, MEK inhibitor-pre-treated (WT + Inh), or IKKβ inactive (IKKβSA) cells following stimulation with BCR or CD40 for 0, 15, 30, 45, 60, or 90 min. 

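Gene expression was measured in DT40, a chicken B cell line, on Affymetrix GeneChip Chicken Genome arrays. Wild type cells received anti-IgM, which crosslinks the BCR, at 0.1, 1 or 10 μg/ml, or CD40 ligand (CD40L) at 1, 3 or 6 μg/ml. MEK inhibitor-pre-treated cells (WT + Inh) and IKKβSA cells received 10 μg/ml anti-IgM or 6 μg/ml CD40L. The inhibitor U0126 was given for 30 min before stimulation, at 5 μM in the paper's methods and at 5 mM in the sample labels. The paper's methods can be read as giving it to IKKβSA cells as well, while the Fig. 3 legend and the labels name it for wild type cells only. Each of the 10 courses has 1 column of values at 15, 30, 45, 60 and 90 min, and each of the 3 cell conditions has 1 unstimulated column, 53 columns in all. No unstimulated column was taken after 0 min, so a change over time without a stimulus cannot be told from a response. According to the labels, each column combines 2 biological replicates, so the deposited table holds no spread between replicates. The authors normalized the arrays with RMA and deposited intensities on a linear scale for 38361 probe sets, with column medians between 2.74 and 2.95. The lowest median was that of the unstimulated wild type column, against which wild type changes are taken. The share of probe sets above an intensity of 10 lay between 26.2% and 27.4%. Intensities were taken to log2, and the 26852 probe sets with a mean above the 30th percentile were tested. A smooth curve over time (natural cubic spline, 3 degrees of freedom) was fitted to each course with limma, and the deviations of all 53 columns from their curves served as the error, with 20 residual degrees of freedom. A probe set was called changed at an adjusted p under 0.05 for its course, and its direction is that of its largest change against 0 min. The standard error of a difference between 2 columns had a median of 0.16 on the log2 scale. It comes from these deviations, so misfit of a curve adds to it, and it does not measure a spread between cultures. In data simulated from these means and errors, few probe sets were changed after BCR stimulation, with a peak at 30 and 45 min. Of these, 56.7% of those changed 1.5-fold and 98.5% of those changed 2-fold were recovered. Most of the at least 2-fold changes in the real WT BCR course were largest at 90 min, so these shares need not hold for it. Taken as a whole, the probe set IDs of the deposited table do not pair with the values beside them. The 672 probe sets of Supplementary Dataset 1 had a median largest change of 0.28 (log2) in the WT BCR course under their IDs, against 0.27 for all rows. The results are therefore given as numbers and profiles of probe sets, and no row is named as a gene.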

We selected genes that showed significantly altered expression levels when compared to control cells (time 0). From this, 578 genes were selected (False Discovery Rate (FDR) < 0.05) (Fig. 2a and Supplementary Fig. S2). 

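Across the courses at 10 μg/ml anti-IgM and 6 μg/ml CD40L, 8486 of the 26852 probe sets tested changed in at least 1 course of wild type, WT + Inh or IKKβSA cells (limma, adjusted p under 0.05). Of these, 943 also changed at least 2-fold against 0 min in a course in which they were called. Most changes were small. In the WT BCR course the median absolute change of all tested probe sets was 0.11 on the log2 scale at 15 min and 0.20 at 90 min, of the order of the standard error of a difference. The number called fell to 4807 without the 90 min columns and to 5524 without the 45 min columns, and rose to 10009 without the 15 min columns. Leaving out a time also leaves fewer residual degrees of freedom, so part of a drop can come from that.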

To explore the biological function of the selected genes, we employed a Gene Ontology (GO) enrichment analysis (Table 1). As expected, many genes that were significantly enriched exhibited functions known to contribute to immune- and signal-regulation. The most popular GO term was related to the positive and negative regulation of signals, which suggested possible roles of the selected genes in the regulation of signalling pathways. 

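After CD40 ligation of wild type cells, 1764 probe sets changed, 688 upward and 1076 downward (limma, adjusted p under 0.05). With each column centred on its median, 395 were called upward and 1263 downward. Of the 1764, 104 changed at least 2-fold, 53 upward and 51 downward. Of the 1764 probe sets, 571 were not called after BCR stimulation, and for 369 of these the difference between the CD40 and BCR courses itself passed the test. Changes of at least 2-fold were seen in 27 of the 571. After also setting aside every probe set called in a WT + Inh or IKKβSA course, 214 probe sets remained that were called in the WT CD40 course alone. In a separate count, in which every call in every course also required a 2-fold change, 14 were called in the WT CD40 course alone. These counts rest on few columns. The CD40 count was 1037 without the unstimulated columns, 2664 without the 15 min columns and 738, 905 and 575 without those at 45, 60 and 90 min. The count for CD40 alone was 337 without the 15 min columns and 61, 89 and 79 without those at 45, 60 and 90 min.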

In our experimental setting, only three CD40-specific genes were identified (Fig. 2a), that is LOC768982, cation transport regulator homolog 1 (*CHAC1*), and TNF receptor-associated factor 5 (*TRAF5*), and that are not related to the regulation of IKK and ERK signalling^21^. In contrast, BCR-stimulation induced the up- and down-regulation of a large number of genes (511) over 90 min (Fig. 2a,b) and shared 13 genes in common with CD40 stimulation. Therefore, we performed k-means clustering on the BCR-regulated genes, which resulted in their subdivision into eight clusters based on their time-course profiles (Fig. 2c). 

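After BCR stimulation of wild type cells, 5120 probe sets changed, 1650 upward and 3470 downward (limma, adjusted p under 0.05). Of these, 567 changed at least 2-fold, 206 upward and 361 downward. At 15 min, 18 called probe sets were at least 2-fold higher than at 0 min and 2 were at least 2-fold lower. At 45 min the numbers were 95 and 43, and at 90 min 185 and 309. The probe set with the largest rise went from an intensity of 4.17 at 0 min to 415.9 at 60 min. This is a change of 6.64 on the log2 scale (standard error of a difference 0.60, adjusted p = 6.05e-15 from limma). That error includes any misfit of the smooth curve. Another of the 10 with the largest rises went from 6.53 to 266.3 at 30 min and was back at 42.2 at 90 min (adjusted p = 1.48e-11 from limma). Both started at low intensities, not far above the column medians, so the size of these rises depends on values that may be near background. The probe set with the largest fall went from 892.1 to 140.8 at 90 min (adjusted p = 5.78e-16), and the next went from 26.4 to 5.24 (adjusted p = 7.72e-15). In all, 1193 probe sets were called after both stimuli, 332 higher in both courses, 765 lower in both and 96 in opposite directions. Independent lists of these sizes would share 336.4, with 42.3 higher and 139 lower in both. A change over time without a stimulus would be called in both courses, and no unstimulated column after 0 min measures it. The 2 courses also share the WT 0 min column, so part of the excess may come from that column. At an unadjusted p under 0.05 the courses shared 3081 probe sets, where independent lists of these sizes would share 1564. In 50 simulations of unchanged courses with that column in common, the mean overlap at this threshold was 231.1, against 67.1 for independent tests. The BCR and CD40 courses differed from each other for 4345 probe sets. With each column centred on its median, 1044 probe sets were called higher and 4332 lower after BCR stimulation. The WT 0 min column, the reference for these changes, had the lowest median of all columns. Without the 90 min columns, 3186 probe sets were called after BCR stimulation and 398 after both stimuli, and the number for both was 1803, 527 and 645 without the 15, 45 and 60 min columns. From the larger number of genes altered by BCR than by CD40 stimulation, the paper goes on to divide the BCR-regulated genes by their time courses.

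**Figure D1:**
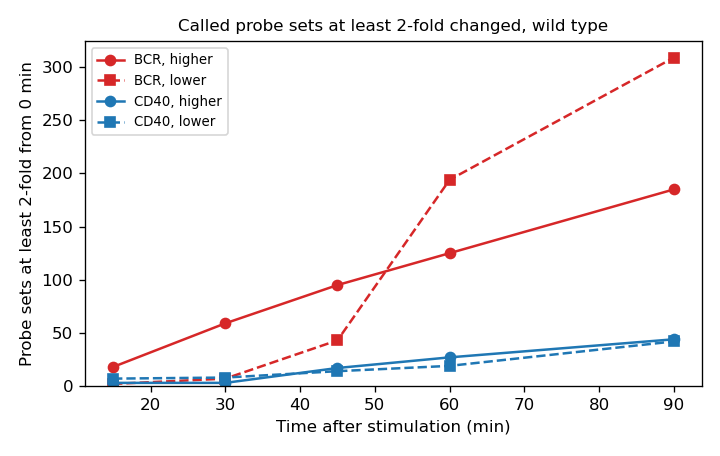
Number of called probe sets at least 2-fold higher (circles, solid lines) or lower (squares, dashed lines) than at 0 min, against time in min, after BCR (10 μg/ml anti-IgM) and CD40 (6 μg/ml CD40L) stimulation of wild type cells. After BCR stimulation the higher probe sets outnumber the lower ones until 45 min, and at 90 min there are 185 higher and 309 lower.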

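The 5120 probe sets called after BCR stimulation of wild type cells were divided by k-means into 8 clusters on their standardised time courses (50 starts). In 4 clusters, holding 1589 probe sets, the mean change was upward, and in the other 4, holding 3531 probe sets, it was downward. The largest cluster held 1476 probe sets whose mean change went steadily down to -0.68 on the log2 scale at 90 min. A cluster of 608 probe sets was higher by 0.17 at 30 min before it reached -0.46 at 90 min. These clusters are numbered here from the deposited values and are not those of Fig. 2c.

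**Figure D2:**
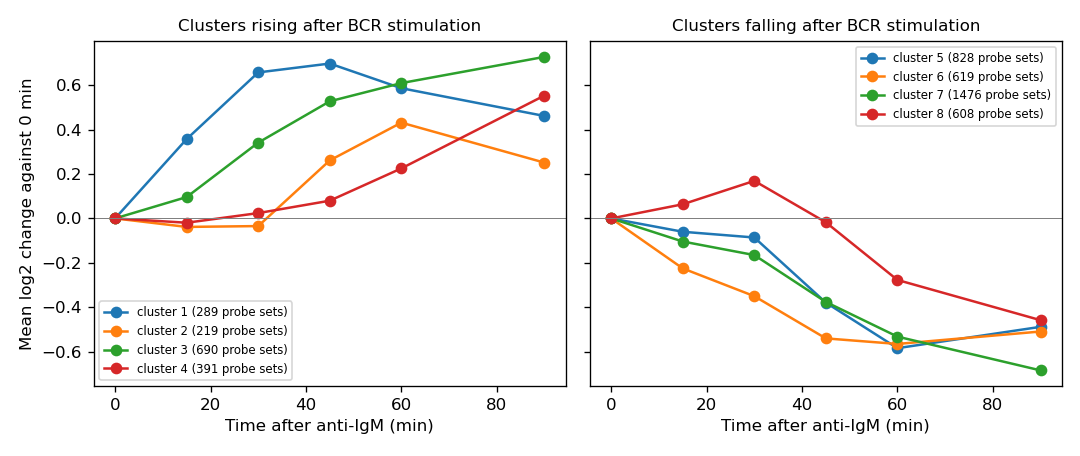
Mean log2 change against 0 min of the 8 clusters of probe sets called after BCR stimulation of wild type cells, against time in min, with rising clusters on the left and falling clusters on the right. Lines join the means over each cluster's probe sets, and no error is drawn. Cluster 1 is highest at 45 min, and clusters 3 and 4 are still rising at 90 min.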

Clusters 1 (26 genes), 2 (52 genes), 3 (93 genes), and 4 (56 genes) showed increasing gene expression with slightly different expression peak times. 

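Among the rising clusters of the deposited values, 289 probe sets had their highest mean at 45 min, with a log2 change of 0.70 ± 0.69 (SD over probe sets), after 0.36 at 15 min and before 0.46 at 90 min. A cluster of 219 probe sets was highest at 60 min, at 0.43 ± 0.20 (SD over probe sets). Clusters of 690 and 391 probe sets were highest at 90 min, the last time measured, at 0.73 ± 0.58 and 0.55 ± 0.36 (SD over probe sets). The cluster of 690 already stood at 0.34 at 30 min, and that of 391 at 0.02. Among the 206 probe sets that rose at least 2-fold, the highest value came at 15 min for 1, at 30 min for 21, at 45 min for 31, at 60 min for 17 and at 90 min for 136. With 1 column per time, the peak of a single probe set has no replicate check.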

Notably, A20^28^, a typical feedback regulator of IKK and an early stimulus response gene in NF-κB signalling, was included in cluster 1, which showed an immediate increase after cell stimulation. Thus, we explored other potential feedback regulators by focusing on cluster 1 (the full list of genes is provided in Supplementary Dataset 1).

### Identification of feedback regulators

Based on the literature and previously reported primary B cell gene expression data^29^, we identified four candidate genes in cluster 1 as potential feedback regulators for ERK or IKK signalling in BCR- and CD40-stimulated B cells (Fig. 3). In addition to A20, we identified two other well-known negative feedback regulators, sprouty homolog 2 (*SPRY2*) and *DUSP5*. A20 is a ubiquitin editing enzyme and is known to negatively control the activation dynamics of IKK-NF-κB signalling^30^,^31^. DUSP5 is a MAPK phosphatase that negatively regulates ERK activity and modulates both innate and adaptive immunity^32^,^33^,^34^. Sprouty proteins have been shown to inhibit ERK signalling^35^ and a member of the Sprouty family, mammalian SPRY2, has been suggested to regulate BCR-mediated ERK activity^36^. In addition to these protein genes, we identified an E3 ubiquitin ligase, IAP, as a novel feedback regulator. IAP has been suggested to positively regulate CD40-signalling-mediated IKK-NF-κB and ERK activation^37^,^38^. However, the role of IAP in BCR signalling remains unknown. Therefore, we examined the regulatory functions of IAP in BCR-signalling using IAP-deficient DT40 cells. Using this approach, our data clearly showed that IAP-deficient DT40 cells failed to sufficiently activate IKK and ERK following BCR engagement (Supplementary Fig. S3). Together, these findings suggest that IAP acts as a positive regulator in BCR-signalling.

### Mathematical modelling explains IAP feedback effects on the duration of IKK and ERK activity

Genetic and biochemical approaches have limitations in identifying regulatory feedback loops, as genetic deletion in particular often ignores the development of biological networks over time^26^. In addition, as in the case under study, multiple positive (IAP) and negative (A20, DUSP, and SPRY2) feedback regulators combine to determine kinase activities. Therefore, we used a computational approach to evaluate the mechanisms underlying the IAP-mediated control of kinase activation dynamics. First, we constructed an ordinary differential equation (ODE)-based mathematical model (Figs 4 and 5, Supplementary Table S1; details of the model are described in the Methods section). Using this model (hereafter called model (A)), complied with Michaelis-Menten kinetics, we were able to describe the active states of kinases associated with three types of regulatory networks: those without feedback loops (Fig. 4a), those without a positive feedback loop (Fig. 4b), and those with positive and negative feedback loops (Fig. 4c). Kinetics parameters were obtained by fitting experimental time-course profiles of IKK and ERK activities in cycloheximide (CHX)-treated cells, IAP inhibitor-treated cells, and wild type cells (Figs 4d and 5c, and Supplementary Fig. S4), which corresponded to the three abovementioned regulatory networks, respectively (Fig. 4a–c). Since the effect of positive feedback is considered to be mainly dependent on IAP expression, we assumed that the reaction rate associated with this type of network would be proportional to the amount of newly synthesized IAP (Fig. 4e, red). The amount of synthesized IAP was obtained by subtracting the CHX-treated IAP protein value from the CHX-nontreated value (Supplementary Fig. S5). Further, we assumed that the negative feedback reaction rate was proportional to the averaged expression kinetics (Fig. 3) of the negative regulators (A20 for BCR-signalling and DUSP and SPRY2 for CD40-signalling) (Fig. 4e, blue). As shown in Fig. 5a, our simulated results fit well with the experimental data with/without transcriptional feedback (Fig. 4d). Furthermore, when we ran the simulation without the positive feedback loop, we observed activated kinase profiles that were similar to those observed experimentally in the presence of the IAP inhibitor (AT; AT-406) (Fig. 5b,c and Supplementary Fig. S4). Together, these results indicate that the dynamics of IKK activation in BCR-signalling is primarily shaped by negative feedback, while IKK activation dynamics in CD40-signalling is mainly determined by positive feedback. In contrast, our results on ERK activation dynamics implicate the involvement of two feedback loops in either BCR- or CD40-signalling. Thus, we demonstrated that the transcriptional feedback of IAP regulates kinase activity duration in B cells.

### IAP-mediated kinase activity duration is critical for late-phase gene expression

Quantitative information about signalling activity undergoes transcriptional regulation. Thus, to understand how IAP-regulated IKK and ERK activity durations affect downstream gene expression, we conducted a computational analysis using a simple transcriptional model^39^ (hereafter called model (B)) (Fig. 6a). Since we observed that IAP controlled IKK and ERK activation dynamics, signal inputs (*Kinase*) in model (B) were set as the IKK or ERK activities (Fig. 5b, right) used in model (A) with and without a positive feedback. Using this model, we observed that IKK input without positive feedback induced a low output (gene X expression) (Fig. 6b), whereas ERK signal without positive feedback showed transient gene expression (Fig. 6c). In comparison, input controlled by both positive and negative feedback led to a consistent level of amplitude and duration of gene expression (Fig. 6b,c, black line). We tested this prediction by examining the activation profiles of *Pik3r5* and *Bcl2l1* (*Bcl-x*_*L*_) in murine splenic B cells (Fig. 6d). To dissect any effects of positive feedback, we employed the following three conditions: CD40 stimulation alone, CD40 stimulation pre-treated with IAP inhibitor, and the addition of IAP inhibitor 10 min after CD40 stimulation. Expression of the two genes showed attenuated profiles over time in IAP inhibitor-pre-treated cells, although the difference between pre- and post-treated cells was not significant for *Pik3r5*. In comparison, IAP inhibition after CD40 treatment resulted in significantly lowered gene expression in the late phase of the examined time-course (Fig. 6d). Thus, our results indicated that the kinase activation dynamics that are controlled by IAP positive feedback are critical for late phase gene expression.

## Discussion

Using computational simulation and quantitative experiments, we revealed that IAP transcriptional feedback regulated the dynamics of ERK and IKK activity in B cells. In addition, we found that DUSP, A20, and SPRY2 might contribute to signalling and gene expression kinetics in B cells.

DUSPs are major players in the regulation of both BCR and CD40 signalling via negative feedback. Negative transcriptional regulation of ERK by DUSPs has been intensively characterized in previous studies^6^,^40^,^41^. In B cells, prolonged ERK activation has been reported to inhibit cell differentiation^34^; however, BCR signalling without cytokine or toll-like receptor co-stimulation, which induces ERK activation, cannot induce proper cell differentiation^42^,^43^,^44^,^45^. Consistent with this, ERK activation induced solely by BCR engagement showed sustained ERK activation in our system (Fig. 1), indicating that BCR-dependent DUSP5 induction might not be sufficient for the attenuation of ERK activity. Co-stimulatory cytokines (e.g., interleukin 2) might also be required to induce *DUSP* family gene expression that is sufficient enough to effect B cell differentiation^34^.

It is known that the NF-κB pathway is highly regulated via the attachment of K63-linked polyubiquitin chains, which lead to the recruitment of signalling molecules to induce signal transduction^46^. A20, CYLD, and A20-binding inhibitor of NF-κB (ABIN1) are ubiquitin-related enzymes or co-factors that terminate this signal through the disassembling of ubiquitin-anchored signal complexes^30^,^47^. In particular, the negative regulation of IKK’s activation dynamics appeared to be largely dependent on A20; both *CYLD* and *ABIN1* gene transcripts were expressed at much later time points (Supplementary Dataset 1). In fact, B cell-specific deletion of A20 in mice has been shown to sustain IKK activation in response to BCR and CD40 ligand binding, resulting in plasma cell hyperplasia and higher subsequent levels of serum immunoglobulins^32^,^48^,^49^. Together, these observations indicate that the signalling dynamics that are shaped by A20 are crucial for B cell biology.

Our mathematical model for kinase reactions supported the concept that IAP works as a positive regulator of IKK and ERK activation and that newly synthesized IAP prolongs their activities (Fig. 7). Furthermore, using experimentation and mathematical simulations, we demonstrated that IAP inhibition after CD40 stimulation lowered gene expression levels after 1 h. In the case of *Bcl-x*_*L*_, peak expression emerged after 1 h, and it is important to note that this kind of early gene expression might not be affected by newly expressed IAP. Accordingly, post-treatment with IAP inhibitor likely only affected *Pik3r5* expression (which was delayed) and later *Bcl-x*_*L*_ expression. Of note, we identified two patterns of effects of IAP on gene expression, one that involved elevated levels of expression (high amp-type) and one that involved sustained gene expression (sustained-type). Our simulation implied that the former was dependent on IKK input, while the latter relied on ERK input. In fact, *Pik3r5* was not induced in IKKβ-inactive cells (Supplementary Fig. S6). Moreover, up-regulation of *Bcl-x*_*L*_, which appeared to be dependent on ERK input, has been suggested to require ERK activation^50^. To confirm these findings, we tested whether forced expression of the dominant-positive forms of the IKKβ and MEK1, could restore the abovementioned patterns of mRNA expression. Indeed, high amp-type *Pik3r5* and sustained-type *Bcl2A1* expression, which were reduced in IAP-deficient DT40 cells, were rescued by the dominant-positive forms of IKKβ and MEK1, respectively (Supplementary Fig. S7).

The importance of IAP in B cell physiology has been highlighted by the finding that IAP-deficient B cells fail to mobilize B cell immunity^37^. Indeed, our current study revealed that IAP was required for ERK and IKK activation, which are involved in the regulation of BCR- and CD40-signalling via positive feedback; however, the site of IAP action remains unclear. IAP can interact with several proteins including ABINs, IKK, A20, NIK, and TRAFs^51^, and also mediates the canonical NF-κB pathway in TNF receptor signalling via K63 ubiquitination of receptor (TNFRSF)-interacting serine-threonine kinase 1 (RIP1) with the E2 ubiquitin ligase UBC5^46^,^51^,^52^. During CD40 signalling, IAPs induce K48 ubiquitination and degradation of the TRAF3 protein that initiates the release of TRAF2-MEKK1 and TRAF6-TAK1 signalling complexes into the cytoplasm. This process then leads to the activation of MAPK and NF-κB pathways. In the current study, CD40 signalling depicted a faster decrease in activation kinetics even though no transcriptional feedback effects were observed when compared to BCR signalling (Fig. 4d). Thus, we assumed that the ubiquitin-dependent degradation of the signal module progressed independently of gene expression, since IAP showed rapid decay in CHX-treated cells (Fig. 4d). Consistent with this assumption, proteasome inhibition has been reported to sustain activation of MAPK^38^.

Regarding BCR-signalling, the molecules which interact with IAP remain elusive. Here, we revealed that IAP-mediated inhibition of the IKK pathway had slightly different effects on BCR- and CD40-signalling, suggesting that IAP complex formation and its targets might differ (Fig. 5). Therefore, we predicted IAP-interacting proteins via network analysis of a public database (Supplementary Fig. S8). Since IAP is a K48 ubiquitin ligase, negative regulators of signalling, such as TRAF3 in CD40-signaling, could act as direct targets of the pathway^52^. In this context, A20, a negative regulator of IKK^28^ could be regarded as one potential target of BCR-signalling. Finally, although TRAF3 is associated with both IKK and ERK pathways in CD40-signalling, we failed to find a molecule which interacts with A20 in the ERK pathway. Thus, determining the link between IAP and the ERK cascade will require further study.

Since IAP positive feedback is critical for establishing gene expression profiles, information regarding feedback-specific IAP target molecules or modification sites will permit the control of gene expression dynamics. Furthermore, the ability to regulate gene expression is considered a promising approach in identifying pharmaceutical targets with minimal side effects^53^.

In conclusion, in this study we employed mathematical modelling to analyse the effects of transcriptional feedback – a key determinant of gene expression kinetics – on generating distinct dynamics during BCR- and CD40-mediated signalling.

## Materials and Methods

### Mice, cells, antibodies (Abs), and reagents

C57BL/6 mice from Charles River Laboratories International, Inc. were maintained under specific pathogen-free conditions and used at 8–12 wk of age. All protocols were approved by the RIKEN Animal Committee and all experiments were carried out in accordance with the approved guidelines. For western blots, splenic B cells were purified by depleting CD43^+^ cells with magnetic beads using AutoMACS (Miltenyi Biotec) and were cultured in Iscove’s modified Dulbecco’s medium supplemented with 10% foetal bovine serum and 1% penicillin-streptomycin.

*IKK*β knockout and knock-in (wild type and its S176/181A (SSAA) mutant; IKKβSA) cells have been described previously^54^. Wild type and mutant DT40 cells were cultured in Roswell Park Memorial Institute (RPMI) 1640 medium (Life Technologies) supplemented with 10% foetal calf serum, 1% chicken serum, 50 μM 2-mercaptoethanol (Wako), 4 mM L-glutamine, and antibiotics.

Abs specific for ERK, anti-phospho-ERK, anti-phospho-IκBα, and anti-phospho-IKKα/β were purchased from Cell Signaling Technology. The anti-chicken IgM mAb M4 was used for BCR stimulation^55^. Anti-mouse IgM mAb (α-μ) was obtained from Jackson Immuno Research, and anti-mouse CD40 from BD Biosciences. A GST-chicken-sCD154 fusion protein was used as the CD40 ligand. The mitogen activated kinase kinase (MEK) inhibitor, U0126 (Wako), was used at a concentration of 5 μM and the IAP inhibitor, AT, (AT-406; Active Biochem) was used at concentration of 1 μM.

IKK kinase assays were performed as described previously^55^. For protein detection, the ECL Plex fluorescent western blotting system and ImageQuant LAS 4000 (GE Healthcare) were used. Kinase activity was quantified from the intensities of the protein and phosphorylated protein bands using a Multi Gauge version2.2 (Fujifilm) densitometer as described previously^29^.

### Generation of IAP-deficient DT40 cells

A genomic clone of chicken *IAP* was obtained by polymerase chain reaction (PCR) using oligonucleotides designed by the NCBI database (Gene ID: 374012) as primers and chicken DT40 B cell genomic DNA as a template. The targeting constructs for chicken *IAP* were designed for the neomycin and histidinol drug-resistant gene cassettes to replace exons 1–8 of the chicken *IAP* gene, as shown in Supplementary Fig. 3a. These targeting vectors were sequentially transfected into DT40 cells, resulting in generation of chicken *IAP*-deficient DT40 cells as described elsewhere^54^,^55^.

### Microarray analysis

Cells were stimulated with 10 μg/ml anti-IgM (M4) or 6 μg/ml CD40 ligand for 15, 30, 45, 60, or 90 min using wild type DT40 cells. To identify ERK- or IKK-dependent transcripts, DT40 or IKKβSA cells, respectively, were pre-treated with MEK inhibitor 30 min prior to ligand stimulation. Untreated cells were used as the control. Total RNA was purified with the Qiagen RNeasy mini kit. GeneChip (Affymetrix GeneChip Chicken Genome Array) experiments were carried out according to the manufacturer’s protocol. Microarray data analysis was performed as described previously^29^. The microarray data were deposited at the NCBI Gene Expression Omnibus database (GEO ID: GSE59002).

### Gene expression analysis

Total RNA from murine splenic B cells purified by depleting CD43^+^ cells was collected by using the NucleoSpin RNA kit (MACHEREY-NAGEL GmbH & Co.) and subjected to cDNA synthesis and quantitative PCR using the KOD SYBR qPCR kit (TOYOBO Life Science) according to the manufacturer’s instructions. The primers used to detect the transcripts for mice were as follows: *Pik3r5* (5′-CAC TGT CAC TGT GCT GTT GCT GAA C-3′ and 5′-CCT CCA GCT CTT CTA TTG TCT TGG AC-3′); *Bcl2l1* (5′-TAG GAC TGA GGC CCC AGA AGA AAC TGA AGC-3′ and 5′-AGT TCA AAC TCA TCG CCT GCC TCT CTC AGC-3′); and glyceraldehyde-3-phosphate dehydrogenase (GAPDH, as a normalizing housekeeping gene) (5′-CAT GTT CCA GTA TGA CTC CAC TCA C-3′ and 5′-CTT CTC CAT GGT GGT GAA GAC ACC AGT AG-3′). For chicken, the primers were as follows: *Pik3r5* (5′- CAG AGG ACA GGA TCT ATC ATG CAC TG-3′ and 5′- CAT CAC CAG GTC GTA GTC ACA CTT CTC-3′); *Bcl2l1* (5′-TGA GCA GGT AGT GAA TGA ACT CTT CC-3′ and 5′-GCG TTG TTC CCA TAC AGA TCC ACA-3′); and *GAPDH* (5′- AGG TGC TGA GTA TGT TGT GGA GTC-3′ and 5′- GTG GTG CAC GAT GCA TTG CTG ACA AT-3′).

### Mathematical modeling

Computational simulations were performed as an ODE-based model (A) for the species (shown in the diagram of Fig. 4c), and comprised of the following equations:

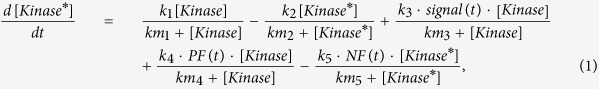

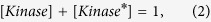

where *k*_*i*_ is a reaction rate constant, *km*_*i*_ is a Michaelis constant, *Kinase* is neutral IKK or ERK, Kinase* is active IKK or ERK, *signal*(*t*) is the time-course of upstream signalling activity, *PF*(*t*) is the time-course of the positive feedback regulator, IAP, and *NF*(*t*) is the averaged gene expression kinetics of the negative feedback regulators (A20 for BCR-signalling and DUSP and SPRY2 for CD40-signalling). Here, the expression of each gene is used relative to their own maximal values. The factor *signal(t)* was employed as a function according to our previous study^29^ as follows:

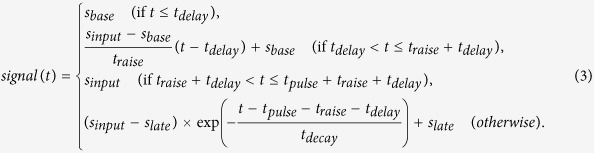

To reflect the gene expression kinetics and IAP synthesis data to the rate of feedback, time-courses of *NF*(t) and *PF(t)* were employed as interpolations of the relative expression profiles of the negative regulators (Fig. 4e) and newly synthesized IAP protein expression data (Fig. 4e and Supplementary Fig. S4), respectively, using the method “pchip” of the function *interp1* in MATLAB R2014a (MathWorks, Natick MA). The simulations for Fig. 4a,b changed the parameters *k*_*4*_ and *k*_*5*_ to zeros and the parameter *k*_*4*_ to zero, respectively.

Model (B) of the simple motif for gene expression, as shown in the diagram of Fig. 6a, comprised the following equation:

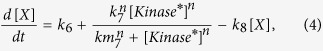

where *X* is a gene and *n* is the Hill coefficient. Simulations were performed using the function *ode15s* of MATLAB R2014a. All parameters can be found in Supplementary Tables S1 and S2.

## Additional Information

**How to cite this article**: Shinohara, H. *et al.* Stimulus-Dependent Inhibitor of Apoptosis Protein Expression Prolongs the Duration of B Cell Signalling. *Sci. Rep.* **6**, 27706; doi: 10.1038/srep27706 (2016).

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

## Figures and Tables

**Figure 1:**
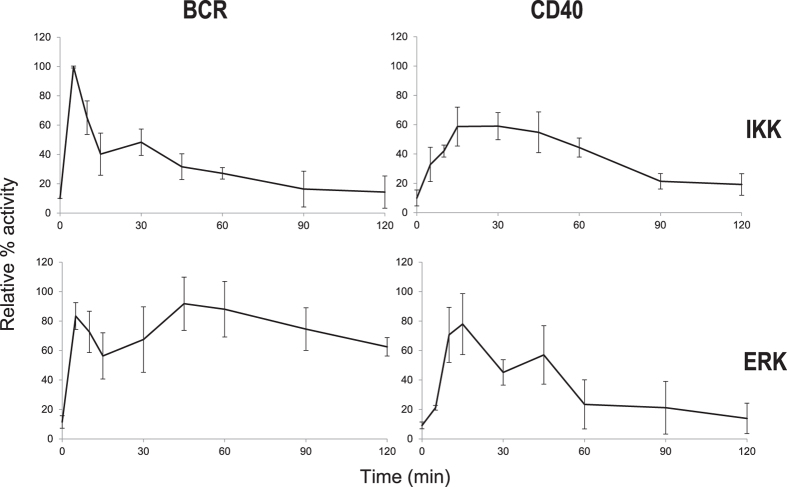
Activation dynamics of IKK or ERK induced by BCR or CD40. Quantification of IKK and ERK activity induced by anti-IgM (BCR) or anti-CD40 (CD40) as analysed by immuno blotting in Supplementary Fig. S1; data represent the means ± s.d. (n = 2).

**Figure 2:**
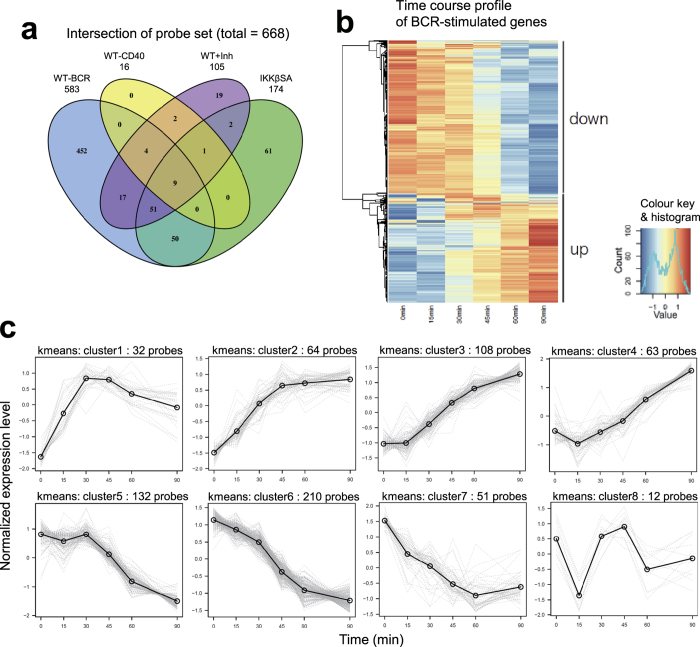
Gene expression analysis by microarray. (**a**) DT40 B cells were stimulated with anti-IgM or CD40L and subjected to microarray expression analysis. Venn diagram illustrating the gene expression profiles of wild type cells from anti-IgM treated (WT-BCR) or CD40L ligation (WT-CD40) and of MEK inhibitor treated (WT-Inh) or IKKβ inactive cells (IKKβSA). (**b**) Time course clustering of gene expression data. Wild type cells were stimulated with 10 μg/ml anti-IgM (M4) for the indicated time periods. The relative gene expression is depicted as a heat map according to the colour scale shown. The count represents the number of genes with expression levels presented in the X-axis. The horizontal axis of the value represents the normalized expression number of the genes. (**c**) k-means clustering. The time course profiles in Fig. 2b were subjected to k-means clustering (k = 8) and the average was plotted.

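In WT + Inh cells, 3142 probe sets changed after BCR stimulation and 1879 after CD40 ligation (limma, adjusted p under 0.05). In IKKβSA cells the numbers were 2794 and 926. At least 2-fold changes after BCR stimulation were seen for 243 probe sets in WT + Inh cells and 341 in IKKβSA cells. The BCR course of WT + Inh cells differed from that of wild type cells for 2257 probe sets, and that of IKKβSA cells for 2648. Of the 2648, 2008 had their largest difference upward and 640 downward, and of the 2257, 1682 upward and 575 downward. Centring of the columns moved this split to 4022 upward and 349 downward for IKKβSA cells, and to 2959 and 472 for WT + Inh cells. With each column centred on its median the counts were 4371 and 3431, and with 2 spline degrees of freedom 1761 and 1257, for IKKβSA and WT + Inh cells. Of the at least 2-fold changes after BCR stimulation, 361 were falls and 206 rises in wild type cells, 78 and 165 in WT + Inh cells, and 43 and 298 in IKKβSA cells. The CD40 courses differed from wild type for 76 probe sets in WT + Inh cells and 28 in IKKβSA cells. So few calls do not show that the CD40 responses were alike. At least 2-fold changes after CD40 ligation were seen for 104 probe sets in wild type, 200 in WT + Inh and 77 in IKKβSA cells. Probe sets called and at least 2-fold changed at 1 μg/ml anti-IgM in wild type cells were then followed. That choice uses the WT 0 min column, from which the changes in wild type cells at 10 μg/ml are also taken, and a choice made in wild type cells can favour a smaller change in the other cells. At 90 min, the 190 lower ones had a median log2 change of -1.23 in wild type, -0.70 in WT + Inh and -0.55 in IKKβSA cells. The 193 higher ones had a median of 1.29, 0.98 and 1.39. Between 15 and 90 min, without the 0 min columns, the 190 lower ones changed by a median of -1.01 in wild type, -0.52 in WT + Inh and -0.52 in IKKβSA cells. At 0 min they were lower than in wild type cells by a median difference of -0.26 in WT + Inh and -0.32 in IKKβSA cells. Swapping the BCR columns of IKKβSA and wild type cells within times gave as many calls as the real arrangement in 14 of 32 arrangements, and swapping those of WT + Inh and wild type cells in 10 of 32. A real difference can also give many calls in such swaps, so they do not decide whether chance explains the counts. These counts rest on few columns. Without the 30, 45, 60 or 90 min columns the differences after BCR stimulation were 1504, 968, 535 and 787 in IKKβSA cells and 884, 652, 588 and 545 in WT + Inh cells. The BCR counts without the 45, 60 or 90 min columns were 1767, 2043 and 1358 in WT + Inh and 1805, 1753 and 1371 in IKKβSA cells. The CD40 count was 1020 and 828 without 45 and 90 min in WT + Inh cells, and in IKKβSA cells 1476, 437, 541 and 210 without 15, 45, 60 and 90 min. The differences after CD40 ligation went from 11 to 308 in WT + Inh and from 2 to 30 in IKKβSA cells with 1 time left out.

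**Figure D3:**
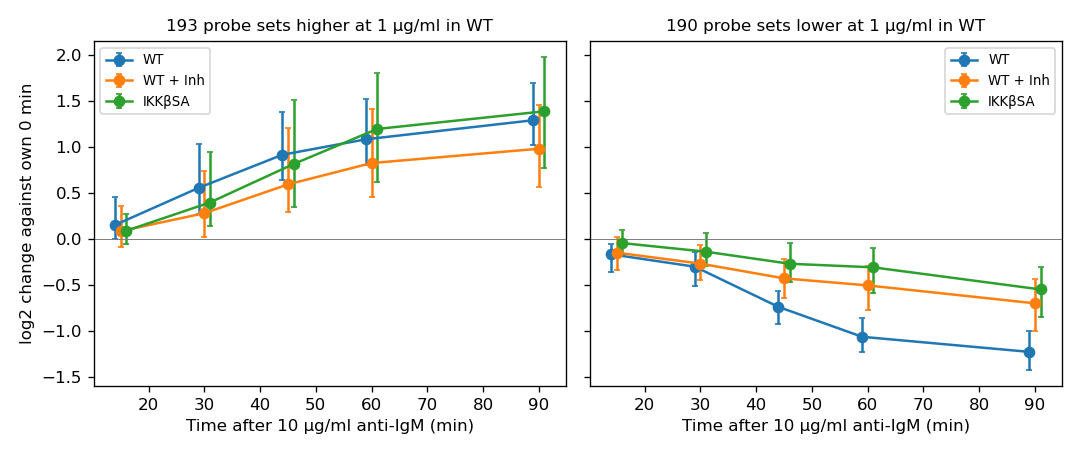
Median log2 change against each cell condition's own 0 min column, with quartiles as bars over probe sets, against time in min after 10 μg/ml anti-IgM, for the 193 probe sets higher (left) and 190 lower (right) at 1 μg/ml in wild type cells. Points are moved by 1 min for clarity. At 90 min the falls reach -1.23 in WT, -0.70 in WT + Inh and -0.55 in IKKβSA cells.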

**Figure 3:**
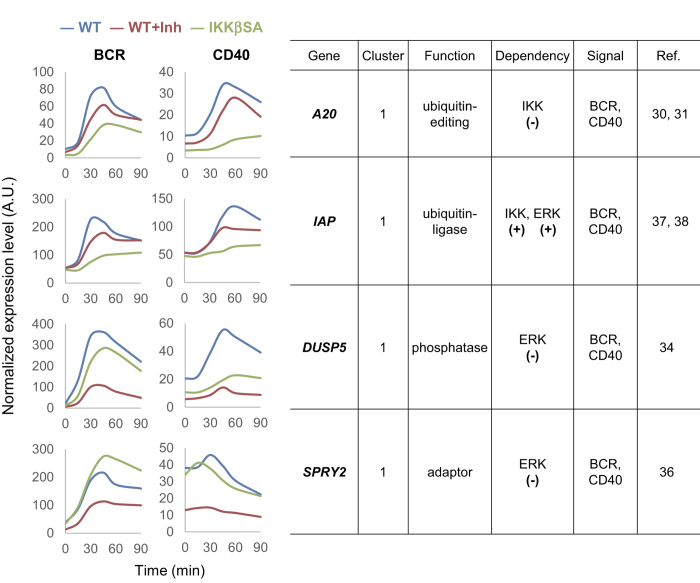
Gene expression dynamics of feedback regulator candidates. The normalized expression levels (arbitral unit; A.U.) from the data of BCR- (left columns; BCR) or CD40- (right columns; CD40) stimulated samples are plotted. WT, wild type cells (blue); WT + Inh, MEK inhibitor-treated wild type cells (red); IKKβSA, IKKβ inactive cells (green). Right table: Cluster, gene cluster number; Function, molecular function; Dependency, pathway dependency of gene expression with known regulatory roles: positive (+) or negative (−) for IKK or ERK activation; Signal, known gene function in BCR or CD40 signalling pathway; Ref, reference number.

**Figure 4:**
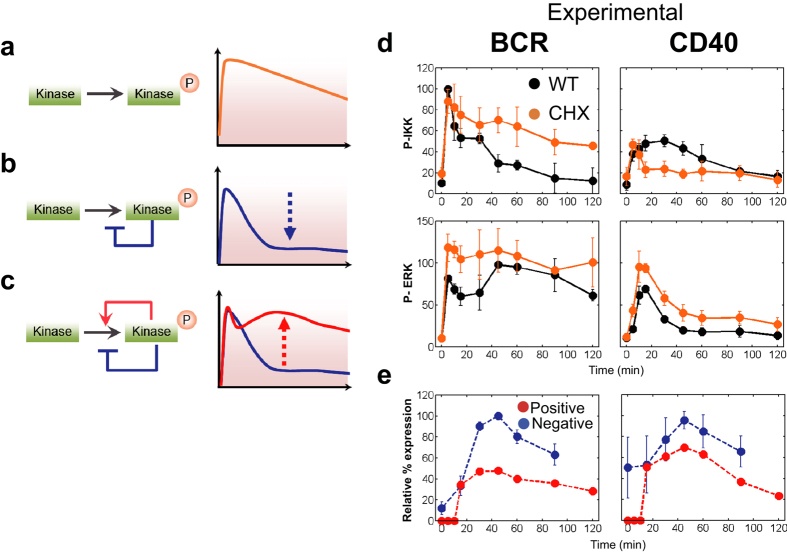
Assessment of transcriptional feedback regulation. (**a**–**c**) Scheme of feedback effects on kinase activity. Kinase activity without feedback (orange line) (**a**); kinase activity without positive feedback (blue line); hypothetical effect of negative feedback (blue dotted arrow) (**b**); kinase activity with positive and negative feedback (red line); hypothetical effect of positive feedback (red dotted arrow) (**c**). (**d**) The black dots represent the data of IKK or ERK activities in BCR or CD40-stimulated cells as shown in Fig. 1. The quantified activities of IKK and ERK in CHX pre-treated cells are represented as orange dots (+CHX). The activities were analysed by immuno blotting (Supplementary Fig. S3) as in Fig. 1. The data shown represent the means ± s.d. (n = 2). (**e**) Red circles depict the rate of newly synthesized IAP (Positive) relative protein amounts that were analysed by immuno blotting and calculated as described in Supplementary Fig. S4. The data shown represent the means ± s.d. (n = 2). The blue circle (Negative) indicates the averaged gene expression kinetics of *A20* for BCR-signalling and of *DUSP5* and *SPRY2* for CD40-signaling, respectively as displayed in Fig. 3. The values shown indicate values relative to the maximum for each gene expression. The dotted line represents the fitted curve as described in Methods.

**Figure 5:**
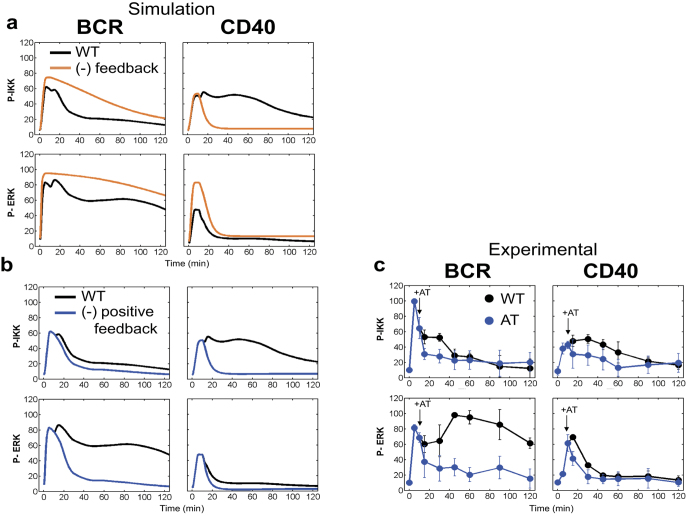
Simulation of IAP feedback effects on kinase activities. (**a**,**b**) Simulation data of model (A) are shown. IKK or ERK activities (black line); kinase activity without feedback ((−) feedback) (orange line) (**a**); kinase activity without positive feedback ((−) positive feedback) (blue line) (**b**). (**c**) The experimental data of IKK or ERK activities in BCR or CD40-stimulated cells are shown. The black dots represent cells without inhibitor (WT) as previously shown in Figs 1 and 4d. The blue dots indicate the quantified activities of IKK and ERK with IAP inhibitor (AT) added 10 min after stimulation (+AT, arrow). The activities were analysed by immuno blotting (Supplementary Fig. S3). The data shown represent the means ± s.d. (n = 2).

**Figure 6:**
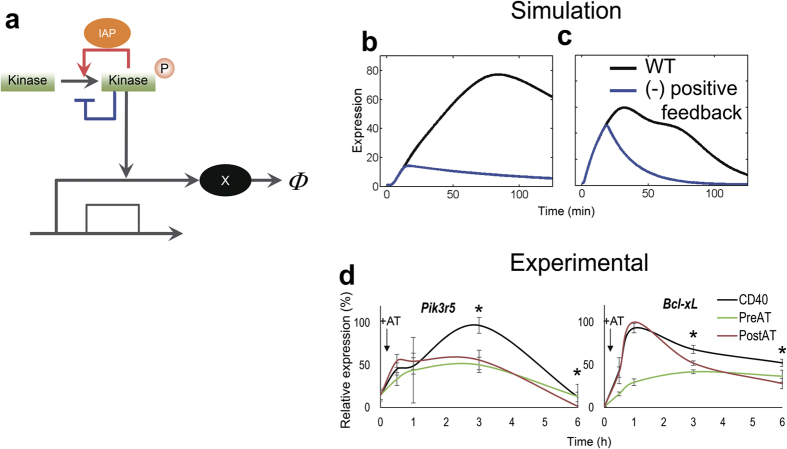
Evaluation of feedback effects on gene expression. (**a**) Schematic illustration of the simple transcriptional motif. (**b**) IKK activity-associated gene expression in CD40 stimulated cells. (**c**) ERK activity-associated gene expression in CD40 stimulated cells. The IKK activity and ERK activity of kinase in model (B) (**a**) were employed using the kinase activities of model (A) in Fig. 5b. (**d**) Quantitative analysis of gene expression examined by quantitative reverse transcriptional polymerase chain reaction. Cells were stimulated by anti-CD40 alone (CD40, black line), anti-CD40 pretreated with IAP inhibitor (PreAT, green line), and anti-CD40 plus IAP inhibitor added 10 min (+AT, allow) after stimulation (PostAT, red line). The data are represented as the means ± s.d. (n = 2). *P < 0.001, CD40 versus PostAT.

**Figure 7:**
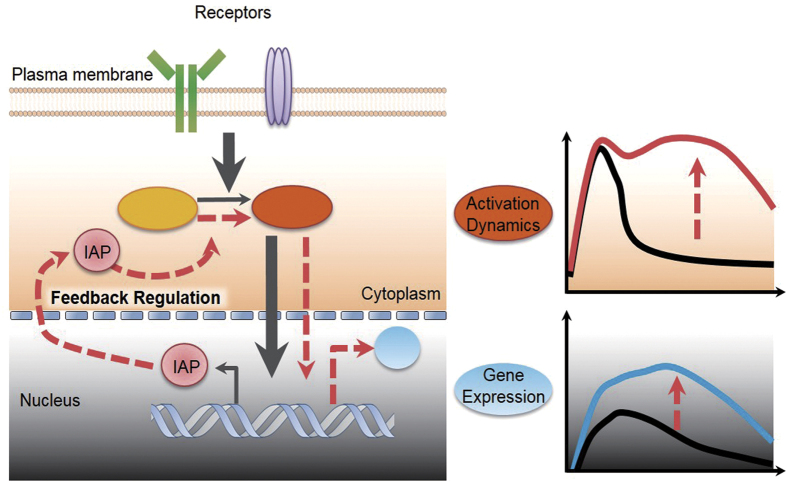
Schematic illustrating the transcriptional feedback of IAP. The signal (gray arrow) initiates the kinase activation (ellipse; yellow to orange). This induces early gene expression of IAP (red circle). IAP functions as a positive feedback regulator (orange dotted line) that effectively modulates the activation dynamics of the kinase (right upper box, orange line; intact activity of kinase, black line; activity without positive feedback, orange dotted arrow; predicted positive feedback effect). The duration of kinase activity mediated by IAP feedback generates certain gene (light blue circle) expression dynamics (right bottom box, gene expression trajectory with (light blue line) and without (black line) positive feedback effect).

**Table 1:** Gene enrichment analysis.

Gene Ontology					
		BCR stimulation		CD40 stimulation	
Name	ID	FDR	Gene symbol	FDR	Gene symbol
Biological regulation	GO:0065007	0.006	*ASB9*, *BCL2A1*, *BIRC2*, *BLNK*, *BTG1*, *CLK2*, *DUSP4*, *EGR1*, *EIF2C3*, *ELL*, *GNAI1*, *HHEX*, *HMOX1*, *MARCKSL1*, *MITF*, *MYD88*, *NFKB1*, *NFKBIA*, *PIK3AP1*, *PPARG*, *PSEN1*, *RAB9A*, *RASGEF1A*, *REL*, *RGS2*, *SIK1*, *SOCS3*, *SPRY2*, *USP47*	0.0148	*NFKB1, NFKBIA, RASGEF1A, RGS9BP, TRAF5*
Cellular process	GO:0009987	0.021	*AMD1*, *ASB9*, *ATP1B1*, *B3GNT2*, *BIRC2*, *BLNK*, *CARS*, *CLK2*, *DUSP4*, *EGR1*, *EIF2C3*, *ELL*, *GNAI1*, *HHEX*, *HMGCS1*, *HMOX1*, *LOC395787*, *MITF*, *MYD88*, *NCDN*, *NFKB1*, *NFKBIA*, *ODC1*, *PGS1*, *PIK3AP1*, *PPARG*, *PSEN1*, *RAB9A*, *RASGEF1A*, *RBM38*, *REL*, *RGS2*, *SIK1*, *SOCS3*, *USP47*	0.1371	*B3GNT2, NFKB1, NFKBIA, RASGEF1A*
Immune system process	GO:0002376	0.007	*BLNK*, *EGR1*, *IL8*, *MITF*, *MYD88*, *NFKB1*, *NFKBIA*, *PPARG*, *PSEN1*	0.0259	*NFKB1, NFKBIA*

The representative results of Gene Ontology (GO) analysis providing the terms of biological processes. The complete list of GO terms is presented in Supplementary Dataset 2. FDR, false discovery rate. *BIRC2*, also known as *cIAP1*, is called *IAP* in the text.

How the deposited data were processed for this re-analysis (not part of the article)

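RNA of DT40 cells was measured on Affymetrix GeneChip Chicken Genome arrays in 10 stimulation courses and 3 unstimulated conditions. Of the 53 columns, 31 are from wild type, 11 from WT + Inh and 11 from IKKβSA cells. The authors deposited intensity values that the submitters' processing notes name as made with RMA, with no version, on a linear scale and for 2 biological replicates combined in each column. How the replicates were combined is not given in the sources used here. Column medians lay between 2.74 and 2.95 and maxima between 6984.6 and 7648.6. No scanner files were used here, so the scale and the row IDs could not be set against array values. The precision is limited by the 1 column per condition and time.

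From the deposited intensities, log2 values were computed without a pseudocount, and the 11509 probe sets with a mean log2 level at or under 1.05 (the 30th percentile) were left out. R 4.3.3 and limma 3.58.1 were used. The design had an intercept for each cell condition and a natural cubic spline of time for each course, with knots at 25 and 50 min and boundaries at 0 and 90 min, 33 parameters in all. Courses and differences between courses were tested with limma's moderated F-test of the 3 spline coefficients, with the error trend over intensity and Benjamini-Hochberg adjustment over the 26852 probe sets. The paper's methods refer to earlier work for the microarray analysis and their text names no test behind the FDR, so that test was not repeated. Dose trends were tested with limma over the 15 stimulated wild type columns of each stimulus, with time as a factor. Called probe sets of the WT BCR course were grouped by k-means (8 clusters, 50 starts), a step chosen after the data were examined.

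The tests were checked on simulated data with the means and errors of the 26852 probe sets. Few probe sets were changed, and those of the WT BCR course with 1 early profile, so the shares recovered need not hold for the real courses. For the MEK inhibitor effect on the BCR course, 19.4% of probe sets changed 1.5-fold, 71.6% of those changed 2-fold and 100% of those changed 4-fold were recovered. For the anti-IgM dose trend, 98.5% were recovered at 1.5-fold between the lowest and the highest dose. False calls numbered 8 for the WT BCR course, 5 for the MEK inhibitor effect and 17 for the dose trend. The simulated errors were independent between columns, and unchanged probe sets were flat over time. The numbers of false calls therefore need not hold where columns of 1 course deviate together or a curve misfits.

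The platform table gives 1 gene symbol for 27168 of the probe set IDs, several for 177 and none for 11016. Its names were used only to check the pairing of IDs and values, and not for results, because the IDs taken as a whole do not pair with the values. Of 505 probe sets of Supplementary Dataset 1 that were tested, 109 were called in the WT BCR course, where 96.3 would be called of any 505 rows. The clusters of Supplementary Dataset 1 and clusters made from the values under the same IDs had an adjusted Rand index of 0.000973, with a highest value of 0.0141 in 1000 shuffles. Probe sets of 1 symbol had a median correlation of 0.04 over the columns, against 0.0006 for random pairs. Dim probe sets were included, and these can correlate weakly under correct IDs too, so this value alone does not show a mismatch. The rule fixed before the data were examined would have named every gene that the paper names, the probe sets with the largest changes and members of fixed gene lists. It was applied only to pick the largest changes, which are given without names, and the gene list tests and the marker lists of other cell types were left out. Beyond the checks of pairing, results that need a gene's name are not reported.

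Alternatives were another filter on dim probe sets, centring of each column on its median, other spline degrees of freedom, fits of only the courses compared, fits without the unstimulated columns or without each time in turn, a minimum change of 2-fold, and time and dose as factors. Other arrangements of the columns were made by swapping columns of 2 courses within times (32 arrangements, or 16 for BCR against CD40) and by shuffling doses within times (100 arrangements).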

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

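The swaps made after taking off each column's 0 min level and the comparisons of changes from 15 min, with and without centring, were chosen only after the counts they test were seen.

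The response to BCR differed from that to CD40 in wild type cells for 4345 probe sets by a test of the difference. There are only 16 ways to swap the columns within times, too few for a share under 0.05. The real arrangement gave the most calls, 1 of 16, and the highest other gave 4084. Without the 45, 60 or 90 min columns the difference was called for 2442, 2554 and 2266.

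The BCR course of WT + Inh cells differed from wild type for 2257 probe sets and that of IKKβSA cells for 2648, by a test of the difference. Chance cannot be excluded for either count. Swapping columns within times gave as many calls in 10 of 32 arrangements for WT + Inh, with 4866 in the highest other, and in 14 of 32 for IKKβSA, with 7555 in the highest other. With each column's own 0 min level taken off before the swap, it was 17 of 32 with 10035 in the highest other, and 18 of 32 with 12160. The source of such large numbers in other arrangements was not tested. A swap only turns the sign of the difference at the swapped times, so a real difference can also give many calls. With the 0 min levels taken off, swapping every time gives nearly the same difference with its sign reversed, so a share under 0.05 was hardly in reach. The swaps are then no plain reference for no difference and do not decide whether chance explains the counts. The fitted level at 0 min rests on 1 unstimulated column per cell condition and also on the curves through the stimulated columns. It differed for 135 probe sets between WT + Inh and wild type cells and for 1234 between IKKβSA and wild type cells. The first count was 213, 82, 57 and 85 without the 15, 30, 45 and 60 min columns, 86 with columns centred and 270 with 2 spline degrees of freedom, and the second was 683 without 45 min and 2096 with 2 spline degrees of freedom.

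The CD40 course differed from wild type for 76 probe sets in WT + Inh cells and for 28 in IKKβSA cells, by a test of the difference. Chance cannot be excluded here either, and the same limit of the swaps holds. Such low counts do not show that the responses were alike. As many calls came in 21 of 32 arrangements for WT + Inh, with 3539 in the highest other, and in 23 of 32 for IKKβSA, with 2554 in the highest other. With the 0 min levels taken off first, it was 18 of 32 for both, with 9604 and 6374 in the highest other. Without the 15, 30, 45, 60 or 90 min columns the counts were 308, 34, 11, 16 and 33 for WT + Inh, and without the last 4 of these times 10, 6, 2 and 2 for IKKβSA.

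The lower doses are not described in the paper's main text. The dose of anti-IgM changed 229 probe sets, 204 upward with dose and 25 downward, and a chance order of the columns within times is excluded, since 1 of 100 arrangements gave as many calls and the highest other gave 20. The dose of CD40L changed 1404 probe sets, 548 upward and 856 downward, again as many in 1 of 100 arrangements, with 415 in the highest other. Each dose is 1 course, so a difference between courses other than dose is not excluded for either count. Most of these trends were small. Among called probe sets, the median absolute slope (log2) was 0.22 per 10-fold dose of anti-IgM and 0.09 per 2-fold dose of CD40L. The anti-IgM count was 99 and 96 without the 60 and 90 min columns, and the CD40L count 578, 323, 339 and 601 without those at 30, 45, 60 and 90 min. With columns centred, the CD40L dose trend had 379 probe sets upward and 1239 downward. The 206 probe sets at least 2-fold higher at 10 μg/ml anti-IgM, which were chosen at that dose, had a median log2 change at 90 min of 0.65 at 0.1 μg/ml, 1.19 at 1 μg/ml and 1.30 at 10 μg/ml. The 53 at least 2-fold higher at 6 μg/ml CD40L, chosen likewise, had 0.42 at 1 μg/ml, 0.92 at 3 μg/ml and 1.11 at 6 μg/ml. The lower probe sets, chosen in the same way, had -0.83, -0.90 and -1.14 for the 361 of anti-IgM and -0.72, -0.85 and -1.13 for the 51 of CD40L.

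Falls after BCR stimulation, in probe sets chosen in wild type cells, were smaller in IKKβSA and WT + Inh cells, and such a choice can favour this direction. A high WT 0 min column is not the whole cause, since between 15 and 90 min the 190 probe sets lower at 1 μg/ml anti-IgM still fell less, by a median of 0.52 (log2) less in IKKβSA cells (174 of 190) and 0.50 less in WT + Inh cells (169 of 190). With each column centred on its median, which takes off a shift common to a whole column, the differences were 0.63 in IKKβSA cells (179 of 190) and 0.597 in WT + Inh cells (176 of 190). The medians lay between -0.06 and 0.05 (log2) from their own median, so centring could not have removed differences of this size. A shift of the medians is thus too small to be the whole cause. The medians lie at low intensities, and a shift among brighter probe sets stays open. The 4332 probe sets called lower in the WT BCR course with columns centred, a count planned as a test of this, do not measure the difference between cells. A lower starting level stays open, since these probe sets began lower than in wild type cells by a median difference of -0.32 in IKKβSA and -0.26 in WT + Inh cells, which lies between the bounds set beforehand. A difference between the cell conditions in the response itself stays open too, as an untested biological explanation. Smaller falls were not limited to BCR stimulation. After 6 μg/ml CD40L, the 20 probe sets lower at 3 μg/ml in wild type cells had median changes at 90 min of -1.17 in wild type, -0.87 in WT + Inh and -0.63 in IKKβSA cells. Their fall was smaller than in wild type for 14 in WT + Inh and 18 in IKKβSA cells, with the same limit of the choice.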

How the results depend on the processing

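The counts of probe sets called in any course, by CD40 in WT alone and in rising clusters of the WT BCR course, and their alternatives, were chosen after seeing the data. Of the alternative counts, 113 stayed within 1.5 times of the count reported and 87 did not, and the cause was not tested. For the adjusted Rand index, which is no count, another seed gave 0.00232 against 0.000973. No filter and the 50th percentile filter kept every count they were run for within 1.5 times. Fits of only the courses compared did so too. The gene list tests and their alternatives were not run. The dose trends compared columns within times, with time as a factor. No paired analysis was possible because each column combines its replicates, which leaves no replicate pairs.

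With columns centred on their medians, which lay between -0.06 and 0.05 (log2) from their own median, the MEK inhibitor effect was called for 3431 probe sets after BCR and 42 after CD40, the IKKβSA effect for 4371 and 17, and the MEK inhibitor baseline difference for 86. Centring also moved the share called higher, from 32.2% to 19.4% in the WT BCR course, 39% to 23.8% in the WT CD40 course, 74.5% to 86.2% for the MEK inhibitor effect on BCR, 38.2% to 57.1% for that on CD40, 36.3% to 23.3% for the MEK inhibitor baseline, 71.4% to 83.9% in the IKKβSA BCR course, 75.8% to 92.0% for the IKKβSA effect on BCR, 30.9% to 12.0% for the IKKβSA baseline and 39.0% to 23.4% for the CD40L dose trend. With 2 spline degrees of freedom, the counts were 2836 for WT CD40, 1881 for both stimuli, 397 for CD40 in WT alone, 1257 for the MEK inhibitor and 1761 for the IKKβSA effect on BCR, 270 for the MEK inhibitor baseline and 2096 for the IKKβSA baseline. With 4, the MEK inhibitor effect on CD40 was 417. Without the unstimulated columns, the counts were 1037 for WT CD40, 783 for both stimuli, and 40 and 13 for the MEK inhibitor and IKKβSA effects on CD40. With at least 2-fold changes, they were 567 for WT BCR, 104 for WT CD40, 243 and 200 for WT + Inh after BCR and CD40, 341 and 77 for IKKβSA, 59 for both stimuli, 943 for any course, 14 for CD40 in WT alone and 203 in rising clusters. With time and dose as factors, WT CD40 gave 3418. The highest against the lowest dose of anti-IgM gave 151. The adjusted Rand index of unscaled profiles was -0.00574.

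Each fit without 1 time also had fewer residual degrees of freedom, which can lower a count. Leaving out 1 time in turn gave the lowest and highest counts as follows, the highest each time without 15 min. WT BCR gave 3186 (without 90 min) to 6348, WT CD40 575 (90 min) to 2664, both stimuli 398 (90 min) to 1803, BCR against CD40 2266 (90 min) to 5176, any course 4807 (90 min) to 10009, and CD40 in WT alone 61 (45 min) to 337. WT + Inh gave 1358 (90 min) to 3125 after BCR and 828 (90 min) to 2736 after CD40, and IKKβSA 1371 (90 min) to 2976 and 210 (90 min) to 1476. The MEK inhibitor effect gave 545 (90 min) to 3095 on BCR and 11 (45 min) to 308 on CD40, and the IKKβSA effect 535 (60 min) to 3756 and 2 (60 and 90 min) to 30. The MEK inhibitor baseline gave 57 (45 min) to 213 and the IKKβSA baseline 683 (45 min) to 1721. The dose trends gave 96 (90 min) to 335 for anti-IgM and 323 (45 min) to 2021 for CD40L.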

Differences from the paper's values

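The paper counts genes at an FDR under 0.05 from its own test, and the counts here are of probe sets at an adjusted p under 0.05 from another test on columns that combine replicates, so the units and tests differ. The paper gives 511 genes for BCR stimulation, against 5120 probe sets here. Supplementary Dataset 1, the paper's time course clusters, lists 672 probe sets. Of the alternatives set before the data were examined, only the requirement of a change of at least 2-fold brought the count within 1.5 times of the paper's, at 567, and the others did not. The paper gives 13 genes shared by BCR and CD40, against 1193 probe sets, and no alternative reached it, the nearest being 59 with changes of at least 2-fold. The paper gives 3 genes for CD40 alone, against 214 probe sets, and the paper's total is 578 genes, against 8486 probe sets. No alternative, all chosen for these counts after seeing the values, reached either, the nearest being 14 and 943 with changes of at least 2-fold.

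Under the row IDs that the platform table pairs with the genes of Fig. 3, the deposited intensities do not rise as that figure shows. Where a gene has several probe sets (3 for IAP and 2 for DUSP5), the probe set with the highest mean level was taken. Fig. 3 plots normalized levels in arbitrary units, so its heights need not share the scale of the deposited intensities. At 0 min in wild type cells the intensity was 11.3 for the A20 ID, 19.3 for IAP, 87.9 for DUSP5 and 9.93 for SPRY2. After BCR stimulation of wild type cells the highest intensity was 12.1 for the A20 ID, where the paper's Fig. 3 reaches about 80, read by eye. It was 17.9 for the IAP ID, where the paper's Fig. 3 reaches about 230, 93.8 for the DUSP5 ID, where it reaches about 360, and 13.15 for the SPRY2 ID, where it reaches about 210. The paper assigns the probe sets of Supplementary Dataset 1 to rising and falling clusters, and under these IDs the largest mean log2 change of a cluster was 0.15 (cluster 8). Clusters 1 to 4, which rise in the paper, had largest mean changes of -0.04, 0.07, 0.02 and -0.03.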

Other observations

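The tests of the displaced order by the direction of changes, of other orders of the IDs and of whether the cultures responded were chosen only after the result was seen. Before them, other measures over the same offsets had been looked at. The tests by neighbouring rows and by ribosomal protein levels had their predictions written beforehand, the latter once the former had been seen.

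Taken over the whole table, the IDs and values of the deposited rows do not pair, and how many rows may still be in place was not measured. The cultures did respond, with 567 probe sets called and at least 2-fold changed after BCR stimulation. Other orders of the IDs, with shifts of at most a few rows, did not restore the pairing. The best of 20 such orders and shifts raised the mean largest change of the Supplementary Dataset 1 probe sets by only 0.0200 (log2) over that of all rows. Larger shifts in the order of the IDs were not tested. With rows sorted by gene symbol, the values may be displaced along the alphabet: the directions of Supplementary Dataset 1 fitted the values best at an offset of -95 rows, 9 of 10 alphabet sections had their best offset within 30 rows of it, and at the places of 139 ribosomal protein probe sets the mean log2 level was highest at -85 rows, at 7.59 against 5.18 in place and 2.77 over all rows with a symbol. Against 1 common displacement, the correlation of neighbouring rows followed the places of same-symbol pairs best at an offset of 0 (r = 0.05, SD over offsets 0.006). A peak at 0 is what rows in place would give, so part of the rows may carry their own IDs. The order was not recovered and no value was moved to another ID.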
